A study of Homo sapiens and Mus musculus with 21 samples. Its data were reported in "Endothelial cell cycle state determines propensity for arterial-venous fate" (2022).

How the data were processed

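RNA was measured by sequencing in sorted endothelial cells of 2 kinds. The mouse cells were CD31-positive, CD45-negative retinal endothelial cells from pups at postnatal day 6 that carried the R26FUCCI2aR reporter. In the paper this reporter was crossed to Cdh5-CreERT2, and tamoxifen given to the pups turned it on in endothelial cells. A red protein fused to Cdt1 accumulates in G1 and a green protein fused to Geminin accumulates in S, G2 and M. The mouse cells were sorted as FUCCI-Negative, FUCCI-Red and FUCCI-Green, with 3 libraries in each group and 9 in all. Their RNA was amplified from low input before sequencing. The human cells were primary umbilical vein endothelial cells (HUVEC) transduced with a Fast-FUCCI reporter and sorted as early G1 (negative), late G1 (red), G1-S and S-G2-M (green), with 3 libraries in each group and 12 in all. Groups were taken from the sample labels, and all 21 libraries were used.

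The authors checked reads with FastQC 0.11.9, quantified them with kallisto 0.46.2 against mouse GRCm38 or human hg38 transcripts and summarised them in sleuth 0.30.0; the annotation release is not given in the sources used here. The deposited values are a per-gene signal, read here from the column sums as TPM rescaled by a factor per library. The file names call them TPM, but the columns, without the rows left out below, summed to between 807127 and 1190158 in the retina and between 905882 and 1065049 in HUVEC, and with all rows kept they did not share the common total that plain TPM would give either. The design written before the files were opened assumed plain TPM, and the test it named, a linear model on log2 values, was kept because it suits a rescaled signal as well. Read counts were not used here, so the depth of each library and the counting error of each value are unknown, and precision was read from the spread among replicates alone.

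The retinal table held 17928 deposited rows, of which 251 were exact repeats of another row and were dropped, leaving 17677 genes. The human table held 57592 rows. From it 422 genes of the Y chromosome or of X inactivation were left out because the cells are human, and for 2 symbols listed in more than 1 row the differing rows were summed, leaving 57168 genes. Of the retinal symbols 97.8% were found in the GENCODE annotation used for positions and gene types, and of the human symbols 63.3% were. A gene was tested where at least 3 libraries of its table held a value of at least 1, which kept 13703 retinal genes (12362 of them protein-coding) and 14335 human genes (11301 protein-coding). Libraries held between 12329 and 13144 genes at 1 or above in the retina and between 12740 and 14571 in HUVEC.

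Values were taken to log2 after adding 1. All libraries of a table entered a single linear model in limma 3.58.1 under R 4.3.3, with a mean per group, empirical Bayes moderation with an intensity trend and no block, so that 6 residual degrees of freedom remained in the retina and 8 in HUVEC. The retinal contrasts were Red minus Negative, Green minus Negative and Green minus Red; the human contrasts were late G1 minus early G1, G1-S minus late G1, S-G2-M minus G1-S and S-G2-M minus early G1. An F test asked for any difference among the groups of a table. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 within each contrast. The authors tested expression in sleuth, which needs reads that were not analysed here. Levels are given as mean ± standard deviation of the deposited signal, and log2 differences come from the linear model.

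Gene lists numbered 27 and were fixed before the data were examined, as were the contrasts, the filter, the threshold, the rule for named genes and the alternatives below. They covered S phase, G2/M, G1 regulators, immediate early genes, arterial, venous, capillary and tip-cell genes, TGF-beta, BMP and Notch signaling, flow-responsive genes, nuclear oxidative phosphorylation genes, mitochondrially encoded genes, glycolysis, cholesterol synthesis, NF-kB targets, p53 targets, interferon-response genes, and markers of endothelium, mural cells, immune cells, red cells, photoreceptors, retinal neurons, glia and progenitors, and fibroblasts. The arterial and venous lists hold genes that the study itself names for these fates, drawn from earlier work. Each list with at least 5 tested members was tested with camera at a preset inter-gene correlation of 0.01, with the adjustment made over all lists and contrasts of a table. Camera with a correlation estimated for each list, and fry, were run beside it. In HUVEC the lists of mural, immune, red-cell, photoreceptor, glial and fibroblast markers had fewer than 5 tested members and were not tested. Where a count is said to be adjusted over the list alone, the same gene p-values were adjusted over the members of that list only. Calls shared between mouse and human were compared by symbol with Fisher's exact test.

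Named genes follow a rule. They are the 10 genes per direction with the largest log2 differences among those that passed, that averaged at least 5 in the higher group, whose values did not overlap between the groups and whose symbols were not predicted ones; a fixed set of cell cycle, arterial, venous, TGF-beta and BMP genes; and up to 4 members of each list with the smallest p. Gm20458, to complete a count, and MALAT1, as a sign of RNA quality, are named outside the rule and were chosen after their values were seen. Top2a, Cryge, Isg15 and Alas2 in the retina and NEAT1, TUG1 and PVT1 in HUVEC are also named outside the rule. A test of the hemoglobin pattern that rested on a gene not reported here was left out. Chromosome positions are those of GENCODE on GRCm38 or hg38 and were not used in any test.

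Replicate numbers in HUVEC come from the sample labels. To check whether they mark libraries prepared together, each library was centred on its group, and the log2 residuals were correlated. The 18 correlations between libraries of the same number ran from 0.114 to 0.542, and those between other numbers from -0.425 to 0.323. Those between number 1 and the others were all negative, but those between 2 and 3 were all positive. Early G1 2, for instance, correlated at 0.275 with late G1 2 and at 0.291 with late G1 3. Number 1 thus stands apart, while the pairing of numbers 2 and 3 is uncertain. The main fits had no block and took no account of the numbers. The numbers were used as pairs only in the fits with a block and in splits or shuffles of labels. Results with the number as a block are given where they change a call or move a count by more than 1.5 times. In the retina the methods of the study describe paired biological replicates, but no source used here says which numbers share a litter. Same-number correlations were 0.413, 0.273 and 0.152 between Negative and Green and 0.559, 0.122 and 0.376 between Red and Green, all above the bar of 0.1 used for pairing, and 0.48, 0.104 and -0.362 between Negative and Red, where the third pair is below it. The pairing by number is therefore uncertain in the retina. Because the block is fitted over all 9 libraries at once, blocked values are given beside all retinal contrasts on the same terms, a choice made after both fits had been seen. No source used here says that the HUVEC replicates come from separate donors, so the human p-values measure spread between samples.

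Alternatives fixed before the data were examined were additions of 0.5 or 0.1 before the log, no filter, a filter at 5, median-of-ratios scaling, quantile normalization, removal of the mitochondrially encoded genes with rescaling, the replicate number as a block, moderation without trend or with robust variances, each library left out in turn, a fit with only the 6 libraries compared, and, for shared calls, a threshold of 0.1. Alternatives added after the data were seen were a photoreceptor covariate for the retina (the mean of the photoreceptor list in each library), the retina without the 2 libraries least like their groups (Negative 3 and Green 1), HUVEC with replicates 2 and 3 only, and protein-coding genes only. Group labels were also split in every balanced way between the groups of a contrast, and in 100 random ways for each F test, and each split was tested as the real groups were. For the F tests labels were also shuffled within replicate numbers, in all 36 ways in the retina and 100 drawn ways in HUVEC, with and without the block.

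The linear model and its gene calls were tested on simulated data with the means and residual spread of the tested genes, with changes added to 200 genes. Noise was drawn independently for each gene, so correlation among genes in the real libraries was left out. The rates below need not hold where genes vary together. For Red minus Negative in the retina the model recovered 0%, 55% and 85.5% of genes given a log2 change of 1, 2 and 3. For late G1 minus early G1 in HUVEC it recovered 36.5%, 80% and 96%, and false calls made up 7.59%, 3.03% and 5.42% of its calls. In the retina false calls made up 5.17% and 3.93% of calls at changes of 2 and 3. Figures were drawn with matplotlib 3.10.9.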

Results

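RNA levels were compared in 9 libraries of mouse retinal endothelial cells, sorted by the FUCCI cell cycle reporter into Negative, Red (late G1) and Green (S, G2 and M) cells, and in 12 libraries of HUVEC sorted into early G1, late G1, G1-S and S-G2-M. Every group had n = 3. The values are a signal read here as rescaled TPM, and their read depth is unknown. Levels below are means ± SD of that signal, and log2 differences are given as the first group minus the second.

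The retinal sorts held endothelial RNA together with RNA of other retinal cells, and single libraries differed widely. The photoreceptor list averaged 7.03 ± 1.58 on the log2 scale in Negative, 6.58 ± 1.51 in Red and 7.72 ± 1.75 in Green. The pan-endothelial list averaged 6.43 ± 0.692, 6.85 ± 0.424 and 6.28 ± 0.678. Cdh5, which encodes the endothelial junction protein VE-cadherin, was at 84.7, 50.6 and 113 in Negative, 165, 114 and 50.6 in Red, and 87.1, 16.2 and 23.4 in Green. Mitosis genes varied inside groups too: Top2a, a topoisomerase that untangles DNA before division, was at 87.4, 34.2 and 11.3 in Negative, 20.4, 13 and 48.8 in Red, and 266, 54.8 and 83.7 in Green. Green 1 had 925 genes at 0, against 49 to 297 in the other retinal libraries. The photoreceptor and endothelial lists are given beside each retinal comparison below.

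**Figure D1:**
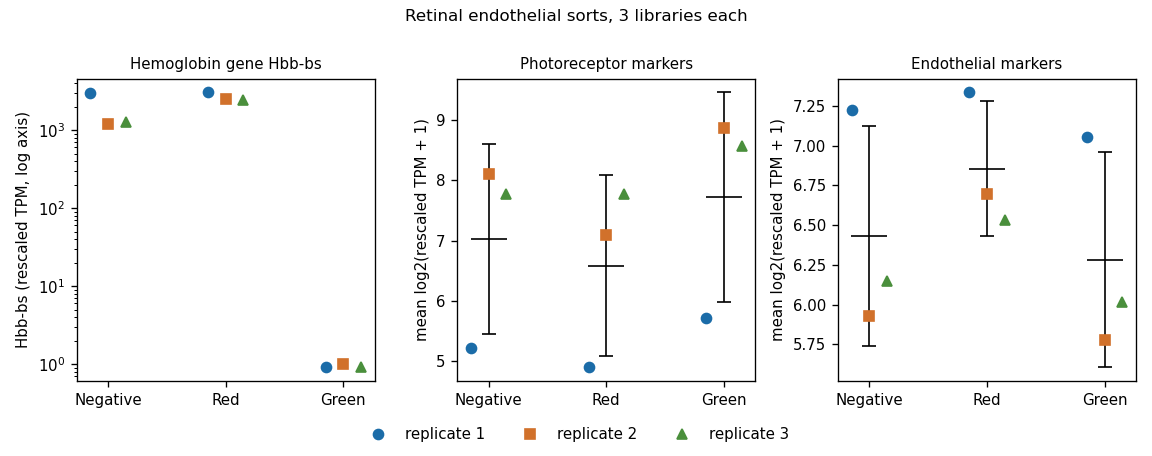
Hbb-bs signal (log axis) and mean log2 level of the photoreceptor and endothelial marker lists in each retinal library, by FUCCI group. Points are libraries marked by replicate number, n = 3 per group; black bars in the list panels are mean ± SD.

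No single gene passed between Red and Negative retinal cells, while several gene groups leaned toward Red. Interferon-response genes averaged 3.88 ± 0.694 on the log2 scale in Red and 2.81 ± 1.04 in Negative, and 17 of 18 had a positive estimate. The antiviral gene Ifit3 was at 26.2 ± 19.8 against 6.2 ± 8.79 and Bst2, a membrane tether of budding viruses, at 344 ± 176 against 149 ± 163. Tip-cell genes, which mark the leading cells of sprouts, averaged 5.2 ± 0.415 and 4.7 ± 0.618, with a positive estimate for all 16. Cxcr4, a chemokine receptor, was at 15.2 ± 9.02 against 7.76 ± 2.58 and Angpt2, a ligand of the Tie2 receptor, at 11.9 ± 3.44 against 7.51 ± 6.83. Among p53 targets Cdkn1a, the CDK inhibitor p21, was at 292 ± 183 and 103 ± 71.9. The count of single genes called by limma was 0, with 90 at an unadjusted p under 0.05. In simulated data this contrast recovered 0% of genes given a log2 change of 1 and 55% of those given 2, so the count does not show that the cells were alike.

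Arterial genes, a list the study itself names from earlier work, averaged 4.31 ± 0.404 in Red and 3.95 ± 0.506 in Negative, with a median difference of 0.46 and 15 of 18 estimates positive. Gja4 (connexin 37) was at 113 ± 55.1 against 60.4 ± 54.9, Efnb2 (ephrin-B2, an arterial membrane ligand) at 13.6 ± 6.98 against 11.8 ± 5.18, Hey1 (a Notch target) at 21.2 ± 8.5 against 11 ± 3.1 and Sox17 at 20.6 ± 10.5 against 17 ± 9.9. The venous list, of the same origin, leaned the same way, at 5.96 ± 0.23 against 5.65 ± 0.486 with 11 of 13 estimates positive. Ephb4, the venous receptor of ephrin-B2, was at 8.09 ± 2.75 against 6.14 ± 3.57, and Nr2f2, the venous factor COUP-TFII, at 15.7 ± 1.19 against 16.8 ± 6.45. The pan-endothelial list was called higher beside them, with a median of 0.33 and all 15 estimates positive, at an adjusted p of 1.35e-04 (adjusted p = 0.597 with an estimated correlation). No arterial or venous gene passed, whether adjusted over all genes or over the list alone. Camera called the arterial list higher in Red at an adjusted p of 1.96e-04 (adjusted p = 0.539 with an estimated correlation) and the venous list at 0.00652 (adjusted p = 0.629 with an estimated correlation). The arterial call was lost without Red 1, at 0.0556, and the venous call without Negative 2, Negative 3 or Red 1, at 0.206, 0.0757 and 0.0767.

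TGF-beta and BMP signaling genes were called higher in Red than in Negative with the replicate number as a block (0.0313 and 0.0304) but not without it. With an estimated correlation, run without the block, their adjusted p was 0.704 and 0.629. The S-phase and G2/M lists were called in neither fit. Tgfbr2, a TGF-beta receptor, was at 10.1 ± 2.95 in Red and 9.56 ± 3 in Negative, Smad1, a BMP effector, at 21.8 ± 4.07 and 21.8 ± 6.05, and Id1, a BMP target, at 517 ± 151 and 363 ± 75.7. Tmem100, an endothelial gene induced by BMP, was at 21.1 ± 13.8 and 6.32 ± 1.3. Median differences were 0.07 for TGF-beta genes (adjusted p 0.0758) and 0.13 for BMP genes (0.0505). S-phase genes had a median of 0.11 (0.13) and G2/M genes of -0.03 (0.543), and the immediate early gene Egr1 was at 31.5 ± 5.93 against 50.8 ± 30.1. Without Negative 1 the TGF-beta list was called higher in Red at 0.0168, the S-phase list at 1e-06 and the G2/M list at 0.00113, the last with its median turned to 0.46. Without Negative 3 the TGF-beta and BMP lists were called higher at 0.0132 and 0.00138, while the S-phase list turned to a median of -0.35 at 2.12e-05 and the G2/M list lay at -0.68 at 7.43e-19. All calls with a library left out used the preset correlation. With an estimated correlation on all libraries the adjusted p was 0.805 for S-phase and 0.921 for G2/M genes. Without Red 3 the TGF-beta, BMP and G2/M lists were called at 0.00739, 0.00111 and 6.33e-05, the G2/M list lower in Red. Without Red 2 the S-phase list was called higher at 0.00113. Without Green 1, Green 2 or Green 3 the BMP list was called at 0.0404, 0.0493 and 0.0484. Other libraries left out turned the sign of these medians, with no call. The TGF-beta median was -0.0957 without Negative 2 and -0.0248 without Red 1. The BMP median was -0.0688 without Negative 2 and -0.0394 without Red 2.

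Of the lists tested for Red minus Negative, 11 were called, and 0 were called with an estimated correlation or with fry. Besides those above, camera called interferon genes at an adjusted p of 9.44e-12, tip-cell genes at 7.45e-07, p53 targets at 6.01e-06 with a median of 0.36, flow-responsive genes at 1.76e-04 with 0.32, NF-kB targets at 2.04e-04 with 0.35, red-cell genes at 2.15e-04 with 0.71 and capillary genes at 0.0325 with 0.19, each with an adjusted p = 0.539 with an estimated correlation. Glia and progenitor markers were called lower in Red, with a median of -0.54 at 0.0368 (adjusted p = 0.696 with an estimated correlation). Photoreceptor markers had a median of -0.44 (0.125) and retinal neuron markers of -0.36 (0.195), and with the block both were called lower (2.85e-04 and 0.0193). Lists of G1 regulators (median -0.04 but mean 0.07, 0.629), immediate early genes (0.12, 0.145), Notch genes (0.14, 0.339), nuclear oxidative phosphorylation genes (-0.15, 0.168), mitochondrially encoded genes (0.03, 0.569), glycolysis (-0.10, 0.675), cholesterol synthesis (-0.14, 0.811), mural (0.22, 0.258), immune (-0.41, 0.366) and fibroblast markers (0.00, 0.811) were not called. With the photoreceptor level as a covariate capillary genes were not called (0.0676) and G2/M genes were called lower (0.0356). The count of called lists was 15 with the block, 6 without Negative 2, 6 without Red 1 and 19 without Red 3.

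Green retinal cells lacked the globin RNA that the other sorts held in quantity. Hbb-bs, a beta-globin gene (chromosome 7, 103826534 to 103828096), was at 0.943 ± 0.0496 in Green and 1840 ± 1030 in Negative, a difference of -9.75 (adjusted p 1.96e-07). Hba-a2 was at 2.83 ± 2.31 against 2520 ± 1570 (-9.36, 1.45e-06), Hba-a1 at 1.05 ± 0.43 against 715 ± 443 (-8.30, 1.12e-06) and Hbb-bt at 0.578 ± 0.383 against 319 ± 117 (-7.63, 1.12e-06). These genes are close paralogs, so the share of each in the globin signal is uncertain. The neutrophil-attracting chemokine Cxcl1 (chromosome 5, 90891241 to 90893115) fell from 10.6 ± 0.461 to 1.35 ± 0.589 (-2.33, 0.0276), and Mri1, an enzyme of methionine salvage (chromosome 8, 84249906 to 84257326), rose from 5.65 ± 0.271 to 29.9 ± 2.85 (2.21, 0.027). The predicted gene Gm20458 was listed at 0 in all Negative libraries and at 11.5 ± 5.69 in Green (0.0225).

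In all 7 genes passed for Green minus Negative, 2 higher and 5 lower, with 1461 at an unadjusted p under 0.05. With the replicate number as a block 11 passed, 4 higher and 7 lower. The split was 1 higher and 5 lower under quantile normalization, and 3 and 4 with mitochondrially encoded genes removed, where the median of all genes moved to 0.18. The count was 277 without Green 1, 57 without Negative 1, and 4 without Negative 2, Negative 3, Red 2, Green 2 or Green 3. It was also 4 with no filter, 55 with the photoreceptor covariate and 171 without Negative 3 and Green 1 together. Globin calls held throughout, whereas Mri1 and Cxcl1 did not. Without Negative 2, Negative 3, Red 1, Red 2, Red 3, Green 2 and Green 3 in turn, the adjusted p of Mri1 was 0.166, 0.146, 0.0774, 0.0951, 0.0654, 0.126 and 0.265, and that of Cxcl1 was 0.206, 0.155, 0.0907, 0.102, 0.0668, 0.0939 and 0.302.

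Mitosis genes were the group that stood highest in Green against Negative. The G2/M list averaged 5.74 ± 0.68 on the log2 scale against 4.28 ± 1.1, with 53 of 54 estimates positive and a median of 1.55. Cdc20, an activator of the anaphase-promoting complex, was at 111 ± 27 against 25.1 ± 32.6, Kif2c, a kinesin that depolymerizes microtubules, at 20.2 ± 9.11 against 5.06 ± 4.21 and Hjurp, a centromere chaperone, at 38.9 ± 14.5 against 14.5 ± 9.02, yet 0 members passed, adjusted over all genes or over the list alone. Camera called the list at an adjusted p of 8.63e-18 (adjusted p = 0.539 with an estimated correlation). The S-phase list was called higher with a median of 0.54 at 2.04e-04 (adjusted p = 0.704 with an estimated correlation), though 0 members passed, over all genes or over the list alone. Its member Fen1, a nuclease of lagging-strand synthesis, was at 31.1 ± 3.4 against 11.5 ± 12.3. Glycolysis genes were called higher with 0.99 at 1.3e-04 (adjusted p = 0.539 with an estimated correlation), with Pkm (pyruvate kinase) at 1020 ± 638 against 227 ± 169. In these libraries the photoreceptor list had a median difference of 0.98 (0.17) and the pan-endothelial list of -0.26 (0.258), neither called.

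**Figure D2:**
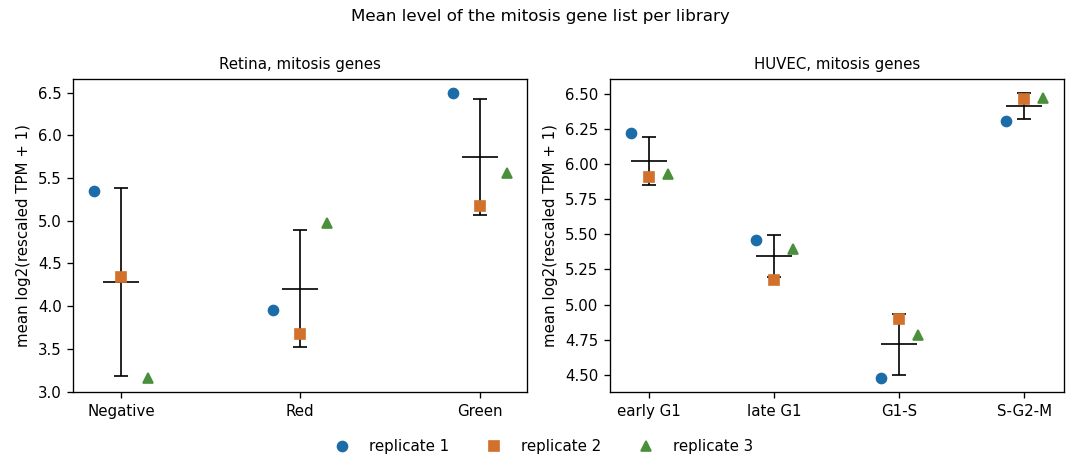
Mean log2 level of the G2/M list in each library, by sorted group, for retina and HUVEC (separate vertical scales). Points are libraries, n = 3 per group; black bars are mean ± SD.

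Arterial, BMP and Notch genes stood lower in Green than in Negative. Efnb2 was at 3.31 ± 1.25 against 11.8 ± 5.18, Bmx, a kinase of arterial endothelium, at 0.763 ± 0.967 against 3.95 ± 0.423, Tmem100 at 0.813 ± 1.26 against 6.32 ± 1.3, Smad7, an inhibitor of TGF-beta signaling, at 2.08 ± 0.159 against 6.47 ± 4.45, and the Notch ligand Jag1 at 4.2 ± 2.27 against 10.5 ± 3.62, none of which passed. Camera called lower the arterial list (median -0.73, adjusted p 8.84e-04), BMP genes (-0.57, 7.47e-04), Notch genes (-0.48, 0.00378), NF-kB targets (-0.30, 0.0125), mural markers (-0.80, 0.012) and immune markers (-1.30, 7.45e-07), each with an adjusted p = 0.539 with an estimated correlation. TGF-beta genes were called lower at 0.038 with a median of -0.37 (adjusted p = 0.67 with an estimated correlation), mitochondrially encoded genes at 0.00301 with -0.43 (adjusted p = 0.696 with an estimated correlation), nuclear oxidative phosphorylation genes at 0.0168 with -0.34 (adjusted p = 0.714 with an estimated correlation) and retinal neuron markers at 0.0482 with -0.25 (adjusted p = 0.597 with an estimated correlation). Red-cell genes were called lower at 9.97e-21, with 4 of 5 members passing (adjusted p = 0.0909 with an estimated correlation, 4.47e-05 with fry). Those 4 are the globin paralogs given above, so this call restates the globin difference. With the block Tyrobp, a signaling adaptor of myeloid cells, passed as lower, at 0.318 ± 0.55 against 6.88 ± 2.99 (0.293 without the block, 0.0387 with it). Adjusted over the list alone, 1 BMP gene, 1 capillary gene, 2 NF-kB targets, 4 immune markers and 1 neuron marker were lower. In all 14 lists were called, 0 with an estimated correlation and 1 with fry. Venous genes (median -0.45, 0.0522), capillary genes (-0.09, 0.0709), flow-responsive genes (-0.27, 0.127), tip-cell genes (median 0.08 but test negative, 0.675), interferon genes (0.48, 0.351) and p53 targets (median -0.01 but test positive, 0.543) were not called. With the block venous genes were called lower (0.0293), interferon (0.048) and photoreceptor genes (0.00241) higher, and TGF-beta genes were not called (0.0665). With an estimated correlation, run without the block, the adjusted p was 0.704 for venous, 0.865 for interferon and 0.805 for photoreceptor genes. With the photoreceptor covariate the calls of TGF-beta genes (0.286) and NF-kB targets (0.216) were lost, and interferon genes (2.21e-05, higher) and glia and progenitor markers (0.026, lower) were called.

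Green against Red gave a like globin contrast, and arterial genes stood lower in Green. Hbb-bs was at 0.943 ± 0.0496 in Green and 2670 ± 333 in Red (-10.42, adjusted p 9.4e-08), and the other globin genes differed by -10.07 for Hba-a2 (6.45e-07), -9.04 for Hba-a1 (3.88e-07) and -8.46 for Hbb-bt (3.88e-07). Cxcl1 fell from 17.6 ± 1.32 to 1.35 ± 0.589 (-3.02, 0.00308), and Aspn, an extracellular proteoglycan that binds TGF-beta (chromosome 13, 49544443 to 49567565), fell from 13.4 ± 2.43 to 1.09 ± 0.466 (-2.79, 0.043). Mri1 rose from 6.38 ± 1.16 to 29.9 ± 2.85 (2.08, 0.043). These were the 7 genes that passed, 1 higher and 6 lower, with 1865 at an unadjusted p under 0.05. With the block 79 passed, 27 higher and 52 lower. The split was 0 and 6 under median-of-ratios scaling and quantile normalization, and 0 and 5 with mitochondrially encoded genes removed, where the median of all genes moved to 0.24. The count was 1518 without Green 1, 49 with the photoreceptor covariate and 2084 without Negative 3 and Green 1. Without Negative 3, Red 1, Red 2, Red 3, Green 2 and Green 3 in turn, the adjusted p of Mri1 was 0.0744, 0.396, 0.247, 0.0887, 0.192 and 0.388 and that of Aspn was 0.122, 0.353, 0.237, 0.0887, 0.192 and 0.388. Without Negative 2 that of Mri1 was 0.109.

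The arterial list averaged 3.42 ± 0.333 in Green and 4.31 ± 0.404 in Red, with a median of -1.25. Gja4 (chromosome 4, 127311421 to 127314039) was at 25.2 ± 2.31 against 113 ± 55.1, Efnb2 (chromosome 8, 8617434 to 8661242) at 3.31 ± 1.25 against 13.6 ± 6.98, Hey1 at 7.46 ± 3.09 against 21.2 ± 8.5 and Bmx at 0.763 ± 0.967 against 7.13 ± 4.49. No arterial gene passed over all genes, and 10 of 18 were lower adjusted over the list alone. Tmem100 was at 0.813 ± 1.26 against 21.1 ± 13.8 (-3.60, adjusted p 0.0773), the latent TGF-beta binding protein gene Ltbp4 at 1.64 ± 0.655 against 11.9 ± 6.17 and Cxcr4 at 2.83 ± 0.824 against 15.2 ± 9.02. With the block Tmem100 (0.0021), Ltbp4 (0.0227), Gja4 (0.042) and Bmx (0.047) passed as lower. Camera called the arterial list lower at 8.59e-07, venous genes at 0.00106 with a median of -0.72, BMP genes at 6.58e-05 with -0.71, TGF-beta genes at 0.00388 with -0.28, Notch genes at 0.00171 with -0.52 and capillary genes at 0.00301 with -0.46, each with an adjusted p = 0.539 with an estimated correlation. The pan-endothelial list was lower beside them, with a median of -0.65 at 0.00146 (adjusted p = 0.667 with an estimated correlation), and the photoreceptor list higher, with 1.18 at 0.0325 (adjusted p = 0.745 with an estimated correlation). Prph2, a rod and cone disc protein, was at 442 ± 370 against 83.7 ± 79.3. With the photoreceptor level as a covariate the arterial list stayed called at 1e-04 and the venous list at 0.0301, while TGF-beta genes (0.0901) and the pan-endothelial list (0.194) were not called. Every list test with this covariate used the preset correlation and was not repeated with an estimated correlation or fry. The covariate follows photoreceptor RNA alone, so these calls do not show that the lists differ apart from the mix of cells.

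G2/M genes again stood highest in Green, with a median of 1.56 at an adjusted p of 9.7e-17 (adjusted p = 0.539 with an estimated correlation). Over all genes 0 members passed, and 30 of 54 were higher adjusted over the list alone. Anp32e, a histone H2A.Z chaperone, was at 133 ± 48.2 against 44.9 ± 17.6 and Kif2c at 20.2 ± 9.11 against 3.71 ± 1.59, the latter passing with the block (0.042). The S-phase list followed with 0.62 at 0.00753 (adjusted p = 0.745 with an estimated correlation), though 0 members passed, over all genes or over the list alone. Its member Fen1 was at 31.1 ± 3.4 against 7.61 ± 4.9. Cdt1, the replication licensing factor that the reporter is built on, was at 10.6 ± 1.96 against 3.65 ± 2.43. Glycolysis genes were called higher with 1.07 at 1.35e-04. Lower were NF-kB targets (-0.54, 5.15e-05), mural markers (-0.75, 0.00331) and immune markers (-0.96, 1.89e-05), all 3 and glycolysis with an adjusted p = 0.539 with an estimated correlation. Tip-cell genes (-0.40, 0.00283), flow-responsive genes (-0.83, 7.37e-04), mitochondrially encoded genes (-0.49, 0.00171) and interferon genes (-0.61, 0.00389) were called lower as well, with an adjusted p = 0.629, 0.556, 0.679 and 0.704 with an estimated correlation. With the photoreceptor covariate tip-cell (0.169), flow-responsive (0.0533) and interferon genes (0.771) were not called, and nuclear oxidative phosphorylation genes (0.0227) and neuron markers (0.00398) were called lower. Red-cell genes were lower at 8.77e-20, with 4 of 5 passing (adjusted p = 0.0909 with an estimated correlation, 4.47e-05 with fry). Those 4 are again the globin paralogs. With the block p53 targets were called lower as well (0.0758 without it, 0.0313 with it), and the cyclin gene Ccnd2 (0.0473), the myeloid gene Fcer1g (0.0419) and the neuronal gene Stmn2 (0.0228) passed as lower. In all 19 lists were called, 0 with an estimated correlation and 1 with fry.

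The F test over the 3 retinal groups called 6 genes, with 1221 at an unadjusted p under 0.05. They were Hbb-bs, Hbb-bt, Hba-a1, Hba-a2, Cxcl1 and Mri1. The count was 44 with the block, 326 without Green 1 and 18 without Negative 1, 35 with the photoreceptor covariate and 411 without Negative 3 and Green 1.

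In HUVEC, early G1 cells held more mitochondrially encoded RNA and more mitotic RNA than late G1 cells. MT-ND4, a subunit of respiratory complex I (mitochondrial positions 10760 to 12137), fell from 1370 ± 411 in early G1 to 337 ± 18.8 in late G1 (-1.97, adjusted p 0.0117), MT-ATP6, a subunit of ATP synthase, from 1900 ± 590 to 551 ± 135 (-1.76, 0.0221), and MT-CO1, of complex IV, from 3360 ± 394 to 1270 ± 420 (-1.46, 0.046). CDCA8, the chromosomal passenger protein borealin (chromosome 1, 37692481 to 37709719), fell from 60.9 ± 7.81 to 21.4 ± 5.65 (-1.49, 0.00523), the mitotic kinase AURKA from 64.6 ± 14 to 25.2 ± 3.66 (-1.32, 0.00672) and the chromatin protein HMGB2 from 267 ± 31.1 to 112 ± 16.8 (-1.25, 0.0221). Several small RNAs had signal in early G1 and were listed at 0 in all late G1 libraries, including MIR4803 at 9.22 ± 4.45, SNORD65C at 8.26 ± 4.53 and SNORD113-1 at 7.66 ± 3.79. These genes are very short, as MIR4803 is (chromosome 5, 72169467 to 72169540). Read counts were not used, so how many fragments this signal rests on is unknown. It does not show that these small RNAs were expressed in early G1 and lost in late G1. The nuclear RNA MALAT1 stood higher in early G1 as well, at 2230 ± 844 against 538 ± 125 (adjusted p 0.0333). Its call was lost without early G1 2 or 3 (0.167 and 0.175), late G1 1, 2 or 3 (0.0651, 0.152 and 0.0578), G1-S 3 (0.0573) or S-G2-M 1, 2 or 3 (0.0525, 0.0552 and 0.0625). Early G1 libraries held 13108 to 14571 genes at 1 or above and those of the other states 12740 to 13320, so a difference in RNA quality between the sorts is not excluded.

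In all 39 genes passed for late G1 minus early G1, 0 higher and 39 lower, with 1530 at an unadjusted p under 0.05 and 13 when only protein-coding genes were tested. With the replicate number as a block 241 passed, 51 higher and 190 lower. Within replicates 2 and 3 alone 2809 passed, 1047 higher and 1762 lower, a choice of the closest libraries that lowers the spread and so raises the number of calls. The count was 133 without early G1 1, 11 without early G1 2, 12 without early G1 3, 21 without late G1 1 and 13 without late G1 2.

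The mitochondrial list averaged 10.3 ± 0.694 on the log2 scale in early G1 and 8.7 ± 0.466 in late G1, and 4 of 13 members were lower over all genes and 12 over the list alone or with the block. Camera called it at an adjusted p of 3.38e-15 with a median of -1.57 (adjusted p = 0.207 with an estimated correlation), and at 1.19e-11 within replicates 2 and 3. The G2/M list averaged 6.02 ± 0.172 and 5.34 ± 0.151, with 8 of 54 lower over all genes, 27 over the list alone and 16 with the block. It was called at 7.79e-17 with a median of -0.71 (adjusted p = 0.207 with an estimated correlation), and at 2.49e-10 within replicates 2 and 3. S-phase genes were called lower at 8.12e-04 with -0.30 (adjusted p = 0.716 with an estimated correlation) and at 0.00538 within replicates 2 and 3. Over the list alone 2 were lower, and the call was lost without early G1 1, late G1 2 or late G1 3 at 0.673, 0.0809 and 0.0524. Capillary genes were called higher at 0.018 with 0.29 (adjusted p = 0.207 with an estimated correlation), nuclear oxidative phosphorylation genes at 0.0112 with a median of 0.02 (adjusted p = 0.712 with an estimated correlation, 0.207 within replicates 2 and 3) and the pan-endothelial list at 0.0468 with 0.08 (adjusted p = 0.476 with an estimated correlation). Cholesterol genes, with a median of 0.15 (0.055), were called with the block at 0.0495 and within replicates 2 and 3 at 0.00108. In all 6 lists were called, 0 with an estimated correlation and 2 with fry. The number was 3 without early G1 1 or late G1 3, and 2 without late G1 2.

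**Figure D3:**
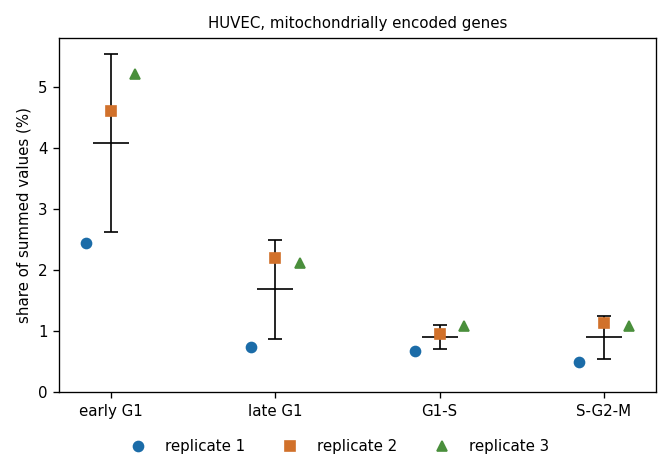
Mitochondrially encoded genes as a percentage of the summed signal in each HUVEC library, by sorted state. Points are libraries, n = 3 per state; black bars are mean ± SD.

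Arterial, venous, TGF-beta and BMP genes were not called between early and late G1. EFNB2 was at 7.53 ± 3.05 in late G1 and 7.01 ± 2.79 in early G1 (0.10, adjusted p 0.947), SOX17 at 55.4 ± 20.2 and 46.9 ± 15.8, EPHB4 at 43.3 ± 5.19 and 50.2 ± 4.38 (-0.21, 0.702), and NR2F2 at 85.3 ± 37.1 and 93.8 ± 7.84. GJA4 lay below the filter, at 0.509 ± 0.455 and 0.598 ± 0.364. TGFBR2 was at 164 ± 7.47 against 128 ± 14.3 (0.37, 0.263) and passed within replicates 2 and 3 alone (0.42, 0.00355), TGFBR1 was at 8.8 ± 3.12 against 6.47 ± 0.681 (0.35, 0.789), and the BMP target ID1 at 105 ± 26.9 against 147 ± 14.7 (-0.51, 0.415). None of these lists was called: arterial genes had a median of 0.10 (0.353), venous genes a median of -0.00 with a mean of 0.08 (0.327), TGF-beta genes a median of -0.06 with a positive test (0.37) and BMP genes 0.10 (0.291). The sign of each of these medians turned with a single library left out, and none was called. The arterial median was -0.132 without early G1 1 and -0.0238 without late G1 2, and the BMP median -0.0886 without late G1 1. The venous median ran from -0.11 without early G1 1 to 0.177 without late G1 1, and was 0.141 and 0.0922 without early G1 2 and 3 and 0.00154 without late G1 3. The TGF-beta median was 0.0335, 0.00299 and 0.0362 without early G1 2, early G1 3 and late G1 1. The adjusted p-values within replicates 2 and 3 were 0.436, 0.312, 0.172 and 0.187. Nor were Notch genes (-0.13, 0.758), flow-responsive genes (0.03, 0.644), tip-cell genes (-0.04 with a positive test, 0.72), glycolysis (-0.03 with a positive test, 0.493), p53 targets (0.06, 0.209) or G1 regulators (-0.01 with a positive test, 0.857).

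From late G1 to G1-S, replication genes stood higher and mitotic and mitochondrial RNA lower. UNG, which removes uracil from DNA, was at 109 ± 10.9 in G1-S and 67.4 ± 3.63 in late G1, the repair nuclease EXO1 at 34.7 ± 10.6 against 12.2 ± 2.44 and CCNE1, the cyclin of S-phase entry, at 36.9 ± 12 against 21 ± 2.41. CENPF, a kinetochore protein, was at 5.68 ± 1.87 against 22.3 ± 11.2, CCNB2, a mitotic cyclin, at 48.5 ± 18.6 against 129 ± 19.9 and MT-ATP6 at 262 ± 55.7 against 551 ± 135. The count called by limma was 0, with 894 at an unadjusted p under 0.05. With the block it was 6, 2 higher and 4 lower, and within replicates 2 and 3 it was 730. Camera called S-phase genes higher at an adjusted p of 4.38e-08 with a median of 0.27 and 39 of 43 estimates positive (adjusted p = 0.59 with an estimated correlation), G1 regulators at 0.00366 with 0.23 (adjusted p = 0.298 with an estimated correlation) and p53 targets at 3.58e-04 with 0.17 (adjusted p = 0.59 with an estimated correlation), including CDKN1A at 459 ± 58.9 against 299 ± 77.7. It called lower G2/M genes at 4.03e-23 with -0.60 (adjusted p = 0.16 with an estimated correlation, 0.0334 with fry) and mitochondrially encoded genes at 2.42e-09 with -0.84 (adjusted p = 0.298 with an estimated correlation). Adjusted over the list alone, 4 S-phase genes and 2 G1 regulators were higher, and 21 G2/M genes and 3 mitochondrial genes lower. Arterial (0.12, 0.173), venous (0.13, 0.228), TGF-beta (0.04, 0.612) and BMP genes (0.06, 0.216) were not called, and of all lists 5 were called, 0 with an estimated correlation and 1 with fry.

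From G1-S to S-G2-M, mitosis genes rose in HUVEC. The proliferation marker MKI67 (chromosome 10, 128096659 to 128126423) rose from 2.39 ± 0.818 in G1-S to 34 ± 18.2 (3.23, adjusted p 0.00526), UBE2C, the ubiquitin-conjugating enzyme of the anaphase-promoting complex (chromosome 20, 45812576 to 45816957), from 63.3 ± 6.54 to 527 ± 43.8 (3.04, 2.45e-04), TOP2A from 10.3 ± 3.31 to 88.3 ± 7.1 (3.02, 2.76e-04) and the mitotic kinase PLK1 from 32.6 ± 15.2 to 238 ± 18.9 (2.96, 7.07e-04). FAM83D, a spindle protein, rose from 19 ± 1.66 to 128 ± 18, RACGAP1, needed for cytokinesis, from 13.6 ± 5.58 to 79.1 ± 14.2 and CDCA8 from 23 ± 2.45 to 135 ± 3.1. Outside the cycle machinery, FOSL1, a partner of JUN, rose from 154 ± 27.6 to 302 ± 45.7 (0.97, 0.00884) and the flow-induced factor KLF2 from 20.8 ± 1.08 to 49.6 ± 19.6 (1.15, 0.0385). The TRAIL decoy receptor TNFRSF10D fell from 148 ± 10.3 to 55.7 ± 19.9 (-1.44, 0.00443), DTL, which targets CDT1 for destruction in S phase, from 49.4 ± 3.16 to 19.5 ± 1.35 (-1.29, 0.00381), the endothelial sialomucin EMCN from 56 ± 4.18 to 26.3 ± 3.54 (-1.07, 0.00706) and the prostaglandin synthase PTGS2 from 21.6 ± 0.66 to 10.2 ± 1.36 (-1.02, 0.00393).

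In all 224 genes passed for S-G2-M minus G1-S, 168 higher and 56 lower, with 1683 at an unadjusted p under 0.05. With the block 771 passed, 422 higher and 349 lower, and within replicates 2 and 3 alone 3249 did, 1566 and 1683. The count was 124 without G1-S 2, 110 without G1-S 3, 85 without S-G2-M 2 and 83 without S-G2-M 3. TGFBR2 (chromosome 3, 30606601 to 30694142) fell from 184 ± 10.2 to 124 ± 2.23 (-0.56, adjusted p 0.0265), a call lost under median-of-ratios scaling (0.0629), with mitochondrially encoded genes removed (0.113), without late G1 2 (0.0504), without G1-S 1, G1-S 2 or G1-S 3 (0.073, 0.12 and 0.0749) and without S-G2-M 1, S-G2-M 2 or S-G2-M 3 (0.0518, 0.116 and 0.146). With the block ID1 passed as higher, at 174 ± 12.9 against 108 ± 25.3 (0.163 without the block, 0.0277 with it), and SMAD1 as lower, at 41.3 ± 9.43 against 69 ± 14.8 (0.295 and 0.00636), as did NRP2 (0.209 and 0.0419).

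Of the 54 G2/M genes 39 rose, 49 over the list alone and 47 with the block, and the list average went from 4.72 ± 0.217 to 6.41 ± 0.092. This was the list call that also held with an estimated correlation, at an adjusted p of 2.45e-72 with camera, 0.0188 with an estimated correlation and 8.71e-05 with fry. S-phase genes were called higher at 3.13e-05 with a median of 0.35 (adjusted p = 0.664 with an estimated correlation), with 6 higher and 1 lower, or 12 and 3 over the list alone. CDC45, part of the replicative helicase, rose from 27.9 ± 3.1 to 84.8 ± 14.9. Arterial genes were called lower at 0.0406 with -0.29, lost with the block at 0.0553, and venous genes at 0.0468 with -0.22, each with an adjusted p = 0.298 with an estimated correlation. Over the list alone 1 arterial gene was lower, and over all genes 1 venous gene was. Tip-cell genes (-0.39, 0.0468), NF-kB targets (-0.23, 0.031), p53 targets (-0.20, 0.0153) and the pan-endothelial list (-0.14, 0.0468) were called lower too, with an adjusted p = 0.652, 0.207, 0.712 and 0.476 with an estimated correlation. Immediate early genes had a median of 0.19 (0.129) and were called with the block (0.0316), and within replicates 2 and 3 nuclear oxidative phosphorylation genes (0.0314) and cholesterol genes (0.00538) were. Of all lists 8 were called, 1 with an estimated correlation and 2 with fry. Without 1 library the number was 3 (G1-S 2, G1-S 3 or S-G2-M 2), 4 (late G1 1, late G1 2 or S-G2-M 3) or 5 (late G1 3). TGF-beta genes (-0.05, 0.644), BMP genes (-0.20, 0.493), mitochondrially encoded genes (-0.22, 0.274) and flow-responsive genes (-0.32, 0.488) were not called.

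S-G2-M cells held less mitochondrially encoded RNA than early G1 cells. MT-ND6 (mitochondrial positions 14149 to 14673) fell from 702 ± 243 to 50.2 ± 11.8 (-3.74, adjusted p 5.75e-04), MT-ATP6 from 1900 ± 590 to 265 ± 5.31 (-2.78, 5.75e-04) and MT-CO1 from 3360 ± 394 to 653 ± 143 (-2.38, 0.00147), and 11 of the 13 mitochondrially encoded genes of the list fell, 13 over the list alone. Higher in S-G2-M were CDCA8 at 135 ± 3.1 against 60.9 ± 7.81 (1.15, 0.0177), the centriolar gene HYLS1 at 35.4 ± 2.14 against 15.7 ± 2.18 (1.13, 0.0255), CDCA2, a phosphatase partner on chromatin, at 53.8 ± 8.45 against 25.1 ± 4.64 (1.07, 0.0262), and CDC45 at 84.8 ± 14.9 against 44 ± 2.18 (0.92, 0.0449). The kinase CDK1 was at 349 ± 81.8 against 115 ± 20.5 (1.58, 0.0598) and passed with the block (0.0419). In all 42 genes passed, 4 higher and 38 lower, with 1464 at an unadjusted p under 0.05. The split was 10 and 37 under median-of-ratios scaling, 7 and 36 under quantile normalization, and 1 and 22 with mitochondrially encoded genes removed. With the block 145 passed, 31 and 114, and within replicates 2 and 3 alone 4768 did, 1898 and 2870. The count was 198 without early G1 1, 18 without early G1 2, 22 without early G1 3, and 27, 24 and 25 without S-G2-M 1, S-G2-M 2 and S-G2-M 3.

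None of the 4 higher calls held without every library. Without early G1 2, early G1 3, S-G2-M 2 and S-G2-M 3 in turn the adjusted p was 0.128, 0.106, 0.0917 and 0.0903 for CDCA8, 0.139, 0.16, 0.131 and 0.115 for HYLS1, 0.167, 0.173, 0.141 and 0.151 for CDCA2, and 0.228, 0.209, 0.214 and 0.231 for CDC45. Without S-G2-M 1 it was 0.0653 for CDCA8 and 0.0668 for HYLS1. Without G1-S 2 it was 0.0515 for HYLS1 and CDCA2 and 0.0822 for CDC45. Without late G1 2 it was 0.0558 for CDCA2 and 0.0586 for CDC45. For CDC45 it was 0.059 without late G1 3 and 0.0736 without G1-S 3.

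The mitochondrial list went from 10.3 ± 0.694 in early G1 to 7.63 ± 0.302 in S-G2-M, a median of -2.67, called at an adjusted p of 7.03e-29 (adjusted p = 0.16 with an estimated correlation, 0.00226 with fry). G2/M genes were called higher at 3.38e-15 with a median of 0.27 (adjusted p = 0.207 with an estimated correlation), with 2 passing over all genes and 16 over the list alone. S-phase genes (0.31, 1.28e-10), G1 regulators (0.26, 2.76e-04), capillary genes (0.24, 0.00286), glycolysis (0.13, 0.00488) and cholesterol genes (0.20, 0.00668) were called higher, with an adjusted p = 0.476, 0.233, 0.16, 0.298 and 0.712 with an estimated correlation. Of all lists 7 were called, 0 with an estimated correlation and 2 with fry. Arterial genes (-0.03 with a positive test, 0.985), venous genes (-0.11, 0.958), TGF-beta genes (-0.06 with a positive test, 0.488) and BMP genes (-0.02 with a positive test, 0.121) were not called, and tip-cell genes (-0.33, 0.327) were called within replicates 2 and 3 (5.28e-04). The F test over the 4 states called 336 genes, with 2081 at an unadjusted p under 0.05, 1192 with the block and 5931 within replicates 2 and 3. Its count was 138 without early G1 2 or early G1 3, 199 without late G1 2, 149 without G1-S 2, 151 without G1-S 3, and 132 without S-G2-M 2 or S-G2-M 3.

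Sharing of calls between mouse and human cells could hardly be tested. Of 9507 genes tested in both, Red minus Negative had 0 retinal calls in limma, so none could be shared with the 19 human calls, all lower, of late G1 minus early G1, and the rank correlation of their log2 differences was 0.0864. Green minus Negative and S-G2-M minus early G1 shared 0, with 1 higher and 1 lower retinal call against 4 and 10 human calls (Fisher p 1; expected 4.21e-04 higher and 0.00105 lower), and a rank correlation of 0.14. With so few calls this overlap test could hardly have found sharing.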

Values the study reported

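The paper states that 2,691 genes varied significantly among the FUCCI-Negative, FUCCI-Red and FUCCI-Green retinal populations; the threshold behind this count is not given in the text. Among tip cells of the retina it counted 49.5% as FUCCI-Negative and 50.5% as FUCCI-Red.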

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

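Read depth is unknown, with n = 3 per group, so genes of low signal and small changes are beyond what these data resolve. Counts that kept within 1.5 times of their value under every scaling, moderation and offset are not repeated. Of 5759 values of named genes under an alternative, 5483 kept their side of the threshold, 233 lost a call, 43 gained one and 0 reversed. These values include genes that were not called in the main fit, so the total does not measure how stable the calls were. Shared mouse and human calls were 0 with an offset of 0.1, median-of-ratios scaling, the block and a threshold of 0.1, the alternatives run for them, and for Red minus Negative could not be otherwise. Where a cause is not plain from fewer genes or libraries, the cause was not tested.

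Retinal counts depended on single libraries. Green minus Negative gave 4 genes with no filter, 11 with the block, 55 with the photoreceptor covariate, 171 without Negative 3 and Green 1, and 4 to 277 with 1 library left out. Green minus Red gave 79 with the block, 49 with the covariate, 2084 without these libraries and 5 to 1518 with 1 left out. The F test gave 44, 35 and 411, and 4 to 326 with 1 left out. Red minus Negative stayed at 0. Of the 9 same-number retinal correlations 8 were above 0.1, and the third Negative and Red pair was at -0.362, so pairing by number is uncertain there. Not every library correlated best with its own number, as Negative 3 did with Red 2 (0.675). For Red minus Negative the block gained the calls of TGF-beta genes (median 0.0723) and BMP genes (0.127). It changed no other retinal list call but those given above.

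Retinal list calls for Red minus Negative numbered 0 with an estimated correlation, 0 with fry, and 6 to 19 with 1 library left out. Green minus Negative and Green minus Red each gave 0 and 1, and 10 to 18 and 17 to 21 with 1 left out. The arterial median of 0.457 was not called with an estimated correlation (0.539) or fry (0.696), and ran from 0.158 to 0.728 with 1 library left out. The venous median of 0.208 was not called either (0.629 and 0.77), nor without Negative 3 and Green 1 (0.137, adjusted p 0.0509), and ran from 0.0903 to 0.622. Without these libraries TGF-beta genes (0.19, 0.0153) and BMP genes (0.218, 0.0014) gained a call, and BMP genes also with no filter (0.127, 0.0481). With 1 left out TGF-beta genes ran from -0.0957 to 0.19 and BMP genes from -0.0688 to 0.422. S-phase genes reversed to -0.351 (3.27e-05) without these 2 and to -0.351 without Negative 3, and reached 0.585 without Negative 1. G2/M genes lay at -0.148 (0.0356) with the covariate and -0.684 (1.03e-17) without these 2 libraries, reversed to 0.457 without Negative 1 and lay at -0.684 without Negative 3.

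In HUVEC, late G1 minus early G1 gave 17 genes with an offset of 0.1, 73 with no filter, 15 with a filter at 5, 241 with the block, 2809 with replicates 2 and 3, 13 with protein-coding genes only, 9 with only the 6 libraries compared and 11 to 133 with 1 left out. G1-S minus late G1 gave 1 with no filter, 6 with the block and 730 with replicates 2 and 3, and 0 with any library left out. S-G2-M minus G1-S gave 143 with no filter, 771 with the block, 3249 with replicates 2 and 3, 120 with 6 libraries and 83 to 317 with 1 left out. S-G2-M minus early G1 gave 88 with no filter, 23 with mitochondrially encoded genes removed, 145 with the block, 4768 with replicates 2 and 3, 15 with protein-coding genes only and 18 to 198 with 1 left out. The F test gave 1192 with the block, 5931 with replicates 2 and 3, and 132 to 463 with 1 left out.

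HUVEC lists called with an estimated correlation and with fry numbered 0 and 2 for late G1 minus early G1, 0 and 1 for G1-S minus late G1, 1 and 2 for S-G2-M minus G1-S (4 with an offset of 0.1), and 0 and 2 for S-G2-M minus early G1. With 1 library left out they ran from 2 to 8, 5 to 6, 3 to 8 and 6 to 9. For late G1 minus early G1 the S-phase median of -0.302 was not called with an estimated correlation (0.716) or fry (0.409) and ran from -0.346 to -0.216, and the G2/M median of -0.709 was not called with an estimated correlation (0.207). Among lists the block changed no HUVEC call but those of cholesterol, arterial and immediate early genes given above.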

Other observations

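Some biology lay outside the comparisons above. In HUVEC the CDK4/6 inhibitor gene CDKN2C rose from 7.22 ± 0.307 in G1-S to 22.4 ± 0.873 in S-G2-M (1.51, adjusted p 0.00176), and the centromeric histone gene CENPA from 19.4 ± 8.63 to 105 ± 22.9 (2.47, 0.00265), while the p53 target PLK2 fell by 0.80 on the log2 scale (0.00515). In the retina the lens crystallin gene Cryge was listed at 19.4, 0 and 0 in the Negative libraries, 35.7, 24.5 and 12.4 in Red, and 6.81, 0 and 1.61 in Green. The interferon list averaged 4.01, 2.16 and 2.26 in Negative, 4.62, 3.78 and 3.25 in Red, and 4.38, 2.17 and 3.13 in Green, so the first library of each group was the highest. Its member Isg15 followed, at 81.2, 7.42 and 16.2, then 156, 90.8 and 36.6, then 135, 9.4 and 28.8. The F test called 6 genes among the retinal populations here, 326 without Green 1 and 411 without Negative 3 and Green 1. At an unadjusted p under 0.05 the counts were 1221, 3278 and 3524 in the same order. The called counts are far lower than the count quoted from the study. The unadjusted count is lower with all libraries and higher without the libraries named. The threshold of the study is not given, so which of these is comparable is unknown.

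The test of the hemoglobin pattern, the tests of scaling and of single replicates for the mitochondrial pattern, and the shuffles within replicate numbers were chosen only after the result was seen. The other tests below were written before, apart from the use of the SD in the test of mitotic RNA.

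Hemoglobin RNA was near 0 in Green retinal cells and abundant in Negative and Red. The globin difference nearest 0 was -7.64 under median-of-ratios scaling. That scaling applies a single factor per library, and the median of all genes, Green minus Negative, was already at 0.0521. It could hardly have moved the globin genes, so it shows only that such a factor was not the cause. Red blood cells or their RNA could be the source, although the CD31-positive gate selects against red cells: Alas2, of heme synthesis in red-cell precursors, was at 4.39, 2.88 and 1.28 in Negative, Red and Green, with a Green minus Red difference of -0.84, but this weak single marker leaves it open. A loss of globin RNA from dividing endothelial cells themselves was not tested.

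Mitochondrially encoded RNA fell in HUVEC from early G1 to S-G2-M. The list median was -2.58 under median-of-ratios scaling. That scaling also applies a single factor per library, and the median of all genes was already at -0.0539. It could hardly have moved the list, so it shows only that such a factor was not the cause. The split between replicate 1 and the others did not account for the fall, as the list mean fell in each replicate number. The value nearest 0 was -2.22. Damaged cells in the early G1 sort could raise mitochondrial and nuclear RNA together, and the median of 4 nuclear-retained RNAs was -1.14. It was carried by MALAT1, which went from 2230 to 535 (-1.98, adjusted p 0.0262, not called without early G1 2 or 3 or S-G2-M 1, 2 or 3 at 0.156, 0.16, 0.0653, 0.131 and 0.125), and NEAT1, from 4.45 to 0.258 (-1.97, 0.0582), whereas TUG1 was at -0.29 and PVT1 at -0.31. Damage is therefore possible and a change in the living cells is not excluded.

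Mitotic RNA in HUVEC early G1 stood above its late G1 level. Cells of S-G2-M mixed into the early G1 sort would bring mitosis and replication RNA in equal shares, while RNA left from the last division would bring mitosis RNA alone. Early G1 already held 73.7%, 41.5% and 34% of the rise from late G1 to S-G2-M for 37 mitosis genes in the 3 replicate numbers, and 86.8%, 23.8% and 26.6% for 22 replication genes. The mean difference was 4.03 percentage points and the smallest -13.1, with an SD of 15.7. The prediction written before set a bound of 10 points on the mean difference and no limit on the SD. By that rule alone, the mean would go with S-G2-M cells in the sort and against RNA left from the last division. The SD over replicate numbers exceeds the bound, so the mean was not taken to decide between them. Neither explanation could be excluded.

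Groupings that ignore the sorted state were tested by splitting the 6 libraries of each contrast in all 10 balanced ways. The splits are too few to exclude chance in any contrast, and the number of splits, the real one included, that gave at least as many calls is stated with the real value and the highest other. For Red minus Negative it was 10 for genes (0 and 0) and 6 for lists (11 and 21). For Green minus Negative it was 1 for genes (7 and 0) and 4 for lists (14 and 18). For Green minus Red it was 2 for genes (7 and 463) and 2 for lists (19 and 20). For late G1 minus early G1 it was 1 for genes (39 and 5) and 3 for lists (6 and 6). For G1-S minus late G1 it was 10 for genes (0 and 5) and 2 for lists (5 and 5). For S-G2-M minus G1-S it was 1 for genes (224 and 1) and 1 for lists (8 and 6). For S-G2-M minus early G1 it was 1 for genes (42 and 5) and 1 for lists (7 and 6). Among the 4 splits that part all retinal pairs by number the highest other values were 0 genes and 10 lists for Red minus Negative, 0 and 9 for Green minus Negative and 0 and 15 for Green minus Red, so the 463 genes came from a split that ignores the numbers. Among the 4 HUVEC splits that part all pairs the highest other values were 2 genes and 4 lists, 1 and 3, 0 and 6, and 5 and 6 in the same order.

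For the F tests 100 splits were drawn, the real one included. In the retina 8 gave at least the 6 genes of the real groups, so chance was not excluded when all libraries were shuffled. The highest, 1392 genes, put together Negative 1, Red 1 and Green 1, then Negative 2, Red 2 and Red 3, then Negative 3, Green 2 and Green 3. In HUVEC 2 gave at least the 336 genes of the real states, the highest 1164 in a split that grouped the first libraries of late G1, G1-S and S-G2-M. Labels were also shuffled only within replicate numbers. In the retina 4 of all 36 such splits gave at least the real count, both without the block (6 genes, highest other 43) and with it (44 and 805), so chance was not excluded there either, and the highest split points to a structure of the libraries beyond their numbers. In HUVEC 1 of 100 drawn splits, the real one, did so without the block (336 and 27) and with it (1192 and 105).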
